A study of Caenorhabditis elegans with 79 samples.

How the data were processed

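Small RNA sequencing libraries of Caenorhabditis elegans were made from whole-animal lysates (inputs) and from co-immunoprecipitates (co-IPs) of tagged Argonaute proteins, per the labels. The labels name 79 libraries in 29 groups. Values for 75 of them were used, in 8 separate tables: L4 larvae, adults under nrfl-1 and oma-1 RNAi, GFP::RDE-1 under nrfl-1 RNAi, GFP::RDE-1 under nrfl-1 and oma-1 RNAi, HA::ALG-1 under nrfl-1 RNAi, GFP::ALG-3, GFP::ERGO-1, and GFP::RDE-1 under dcr-1 RNAi. The GFP::ERGO-1 table carried columns for 2 replicates per group where the labels name 3, so 4 labelled libraries were not used. Each column was assigned to a group by the strain, RNAi treatment, fraction and replicate number in its header, and 0 columns were left unassigned.

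Per the labels' protocols, synchronised animals were grown at 20 °C on bacteria, which for RNAi express double-stranded RNA (dsRNA) against a gene. Small RNAs were purified from gels, and in some libraries were treated with the pyrophosphohydrolase RppH, which makes 22G-RNAs (secondary siRNAs with a 5′ triphosphate) accessible to cloning. The labels give RppH treatment for the L4 larvae, the adults and GFP::RDE-1 under combined nrfl-1 and oma-1 RNAi. They give none for the other 5 tables, so 22G-RNA levels there are not comparable with those in treated libraries. The dcr-1 RNAi libraries had no initial size selection, per the labels. The labels name alternative library kits for them without saying which library had which.

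The deposited tables hold small RNA levels in RPM (reads scaled by the depth of the library), to 2 decimals, made by the authors with the tinyRNA pipeline, per the labels and the series design text. The unit was read from the values: totals over all rows lay between 469342 and 903085 RPM in the 6 tables with many classes, and piRNA rows moved in equal steps, each the value of 1 read. The pipeline's version, its settings, its annotation and its genome build are not stated in the labels. The tables pair each row with a gene identifier or sequence and with a small RNA class. Classes were used as the authors named them: miRNA, piRNA, 26G-RNAs of the ALG and ERGO pathways, 22G-RNAs by pathway (CSR, WAGO, ALG target, ERGO target, 23H target), 23H-RNA, and rows for the RNAi targets. Each 23H-RNA row is 1 sequence of 21 to 24 nt, and 1120 of the 1194 such rows begin with a base other than G. They are called primary siRNAs here, since dsRNA is cut directly into siRNAs of that kind, while 22G-RNAs are made in a later step. Some reads count in more than 1 row of a gene: oma-1 had identical values as an ALG target and as a CSR class row.

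Depth was inferred from the piRNA steps in 58 of the 59 libraries of the 6 many-class tables and lay between 12.3 and 37.3 M reads. No step could be fitted for the L4440 co-IP replicate 2 of the dcr-1 RNAi table. The step makes 97.3% to 99.9% of low piRNA values whole in those 58 libraries, but only 83.3% to 95.7% of the values up to 1 RPM over all rows. By chance, 14.8% to 44.7% would come out whole, depending on the library. A floor of 3 reads, below which a value cannot be told from 0, corresponds to 0.081 to 0.243 RPM. It covers counting error only, since reads were not collapsed to molecules. The ALG-3 and ERGO-1 tables hold 1 class each, so their totals are no library depths, and their depth is unknown.

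The design written before the data were examined assumed counts scaled by size factors. Since the values are RPM, no count model was used, and the test was the one planned on the log scale: limma 3.58.1 in R 4.3.3 on log2(RPM + 1), with empirical Bayes moderation and a mean-variance trend. Features with a mean of at least 10 RPM over all libraries of a table were tested, all groups of a table entered 1 fit, and a change was called at a Benjamini-Hochberg (BH) adjusted p under 0.05. Log2 changes are on the log2(RPM + 1) scale, which understates changes of low features. Features tested numbered 4482 of 25899 rows for L4 larvae and 5450 of 25903 for adults. They numbered 483 of 25901 for GFP::RDE-1 under nrfl-1 RNAi, 4372 of 25902 under combined RNAi and 2516 of 25901 in the dcr-1 RNAi table. They numbered 658 of 25897 for HA::ALG-1, 1101 of 1386 for GFP::ALG-3 and 67 of 123 for GFP::ERGO-1. For each co-IP table, 4 contrasts were made: co-IP against input in each arm, the difference between these (an interaction), and input against input. Libraries of different tables were never tested against each other. Whether replicate numbers pair libraries was read from the correlation of their deviations from the group means. Input and co-IP of GFP::RDE-1 under nrfl-1 RNAi with wild-type rde-4 were paired by it, with 0.493, 0.289 and 0.285 for the 3 pairs, while the labels do not state a shared batch.

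Genes named in the text were set by a rule written before the data were examined. It takes every row of the manipulated genes (nrfl-1, oma-1, dcr-1, rde-4, rde-1, alg-1, alg-3 and ergo-1). It adds the feature with the largest rise and the one with the largest fall per contrast, among called features with at least 10 RPM in 1 group and, for comparisons of a pair of groups, no overlap of replicates. It adds the most abundant feature of each class holding at least 5% of a table. Names outside that rule are marked as chosen after their values were seen. For the manipulated genes, p-values were also adjusted over the list alone. Class shares of the summed RPM were compared by exact two-sided permutation tests. The 62 such comparisons of 3 against 3 libraries cannot give a p below 0.1, and 50 reached that value.

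Positions are from the WBcel235 annotation, release 115, matched by gene identifier (22040 of 22255 identifiers, 99.0%). The authors' build is not stated, so these positions are those of that annotation and not of the tables. The fitting code was tested on simulated values with known changes. With 3 replicates in the adult design (5320 features, 184 changed) it recovered 100% of the changed features, and 5.2% of its calls were false. With 2 replicates in the design with combined RNAi (4273 features, 195 changed) it recovered 74.4%, with 5.8% false. In the nrfl-1 RNAi design (230 features, 184 changed) it recovered 91.3%, with 3.4% false. Most features were changed in that design, which keeps the share of false calls low. Each of these simulations held a pair of groups only, in the nrfl-1 RNAi design the co-IPs of both strains. Fits shared by more groups and interactions were thus not covered by these rates. The alternatives, planned unless stated, were a pseudocount of 0.1, no filter or a minimum mean of 100 RPM, scaling to equal table totals, only the compared groups in the fit, a replicate block, and leaving out each library in turn. Sums, ratios and figures used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.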

Results

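The series holds small RNA levels from whole animals and from Argonaute co-IPs of strains with and without rde-4(syb6665), a mutation of the gene for a dsRNA-binding protein that acts in RNA interference. Inputs of N2 (the wild-type strain) and rde-4 were taken from L4 larvae at 54 h with 3 replicates each. Inputs of N2, rde-1(ne300), which affects the Argonaute RDE-1, and rde-4 were taken from adults at 72 h under nrfl-1 and oma-1 RNAi, with 3 replicates each. Co-IPs with their inputs came from strains with and without the rde-4 mutation. GFP::RDE-1 under nrfl-1 RNAi and HA::ALG-1 had 3 replicates per group. GFP::RDE-1 under combined nrfl-1 and oma-1 RNAi, GFP::ALG-3 and GFP::ERGO-1 had 2 per group. GFP::RDE-1 co-IPs and inputs were also taken after dcr-1 RNAi and after L4440, the empty RNAi vector, with 3 replicates each. The label of the HA::ALG-1 co-IP from the mutant lacks the word RNAi that its input's label carries. Inferred depth was 18.7 to 22.1 M reads in L4 larvae, 17.4 to 22.6 in adults, 17.9 to 26 for GFP::RDE-1 under nrfl-1 RNAi and 12.8 to 22.8 under combined RNAi. It was 12.3 to 31.8 M reads for HA::ALG-1 and 21.4 to 37.3 for the dcr-1 RNAi set, and is unknown for the GFP::ALG-3 and GFP::ERGO-1 tables. Replicate libraries correlated across features with r between 0.963 and 0.997 in the 6 tables with many classes, between 0.891 and 0.983 for GFP::ALG-3 and between 0.632 and 0.992 for GFP::ERGO-1. Features are not independent replicates. Values are RPM, given as mean ± SD with the number of replicates n.

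The first comparison asked which small RNAs depend on rde-4 in L4 larvae without RNAi. Of 4482 features, 1550 differed between rde-4 and N2, 1248 higher and 302 lower, by limma with BH adjustment. Without the filter on low values the count was 3152, of which 1245 were higher and 1907 lower, and without N2 replicate 2 the count was 900. After scaling to equal totals 775 were higher and 317 lower. All 82 tested ALG class 26G-RNAs were lower, with a median log2 change of -3.84. Among 22G-RNAs of ERGO targets 34 of 47 were lower and 7 higher, with a median of -4.26. Among 22G-RNAs of 23H targets 16 of 23 were lower and 3 higher, with a median of -3.95. Of 132 miRNAs 20 were higher and 19 lower, with a median of 0.00. The CSR class 22G-RNAs had 582 of 1920 features higher and 1 lower at a median of 0.19, and 189 of 687 piRNAs were higher at a median of 0.21. After scaling to equal totals 313 CSR class 22G-RNAs were higher at a median of 0.16 and 107 piRNAs at a median of 0.17. The largest fall was in 22G-RNAs of F56D6.16, from 535.7 ± 21.4 RPM in N2 to 1.47 ± 0.557 in rde-4 (n = 3), a log2 change of -7.79 ± 0.13 (SE) with a BH-adjusted p of 1.33e-13 in limma. The largest rise was in 22G-RNAs of dyf-3 (chromosome IV), from 5.52 ± 0.956 to 64.9 ± 3.49 RPM (n = 3), a log2 change of 3.35 ± 0.11 (SE) with a BH-adjusted p of 8.57e-11 in limma. Replicates of the compared groups did not overlap for either gene. The miRNA share of summed RPM was 57.2% ± 0.840 in N2 and 57.3% ± 1.03 in rde-4, a difference within the spread between replicates. The most abundant rows of their classes were miR-70-3p, with a log2 change of 0.00, cls-2 with 0.36 and linc-29 with 0.09, of which cls-2 passed the threshold in limma (BH-adjusted p of 0.000259).

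The adult comparison asked how loss of rde-1 or rde-4 affects siRNAs against RNAi targets. Both targets lie on chromosome IV in the WBcel235 annotation, nrfl-1 (WBGene00006438) at 9119092 to 9130383 on the + strand and oma-1 (WBGene00003864) at 8888976 to 8890999 on the + strand. Primary (23H) siRNAs of nrfl-1 were at 261.9 ± 6.82 RPM in N2, 558.7 ± 65.0 in rde-1 and 98.6 ± 11.5 in rde-4 (n = 3 each). The log2 change was 1.08 ± 0.09 (SE) in rde-1, with a BH-adjusted p of 1.5e-05 in limma, and -1.41 ± 0.09 (SE) in rde-4, with a BH-adjusted p of 6.5e-07. Primary siRNAs of oma-1 were at 13.4 ± 0.149, 21.9 ± 1.84 and 4.34 ± 1.04 RPM in the same order. Their log2 change was 0.66 in rde-1 and -1.45 in rde-4, with BH-adjusted p of 0.0033 and 7.34e-06 in limma. Secondary (22G) siRNAs of nrfl-1 were at 9526 ± 321 RPM in N2, 58.0 ± 12.4 in rde-1 and 711.8 ± 26.6 in rde-4. Their log2 change was -7.36 in rde-1, the largest fall of that comparison, and -3.74 in rde-4, with BH-adjusted p of 6.04e-11 and 7.98e-10 in limma. Secondary siRNAs of oma-1 were at 529.0 ± 20.5, 12.1 ± 1.52 and 13.0 ± 1.51 RPM. Their log2 change was -5.34 in rde-1 and -5.25 in rde-4, with BH-adjusted p of 9.11e-11 and 1.66e-11 in limma. Each of these 8 changes was seen in 3 of 3 replicates, and each also had an adjusted p under 0.05 when adjusted over the list alone. Compared directly, rde-4 had more nrfl-1 22G siRNA than rde-1, with a log2 difference of 3.61 ± 0.11 (SE) and a BH-adjusted p of 1.03e-09 in limma. For oma-1 22G siRNA that difference was 0.09 ± 0.09 (SE), with a BH-adjusted p of 0.475 in limma. These 8 calls, and the lack of one for oma-1, were the same under every alternative run for them.

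**Figure D1:**
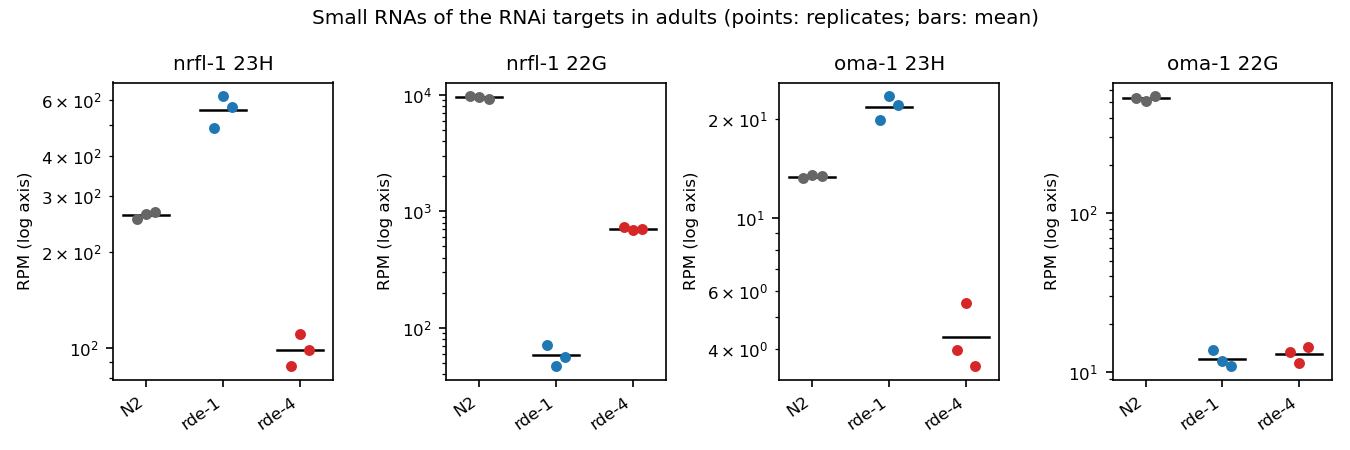
Levels of primary (23H) and secondary (22G) siRNAs of nrfl-1 and oma-1 in adults under RNAi of both genes, in RPM on a log axis, with points for the 3 replicates of each strain and bars for their mean. The nrfl-1 22G mean is 9526 RPM in N2, 58.0 in rde-1 and 711.8 in rde-4, while the oma-1 22G means of rde-1 and rde-4 are 12.1 and 13.0.

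Across the 5450 adult features, 844 differed between rde-1 and N2 (410 higher, 434 lower), 1860 between rde-4 and N2 (1524 higher, 336 lower) and 1662 between rde-4 and rde-1 (1213 higher, 449 lower) in limma with BH adjustment. Without N2 replicate 1 the rde-4 count was 1233. In rde-4, 23 of 30 22G-RNA rows of 23H targets were lower and 4 higher, with a median log2 change of -2.65. In rde-4, 45 of 59 rows of ERGO targets were lower and 5 higher, with a median of -1.65, and 7 of 7 ERGO class 26G-RNAs were lower, with a median of -3.99. In rde-1 the medians of these classes were -0.12, 0.02 and -0.16. The CSR class had 942 of 2694 rows higher and 3 lower in rde-4, with a median of 0.15. Both mutants' calls shared 461 features, of which 263 changed in the same direction and 198 in opposite directions. In 100 simulations all libraries, N2 included, were drawn from the N2 mean, so no feature changed and few calls could arise. At most 1 feature was called in both simulated groups in the same direction, with a mean of 0.02. Those simulations thus do not give the overlap to be had by chance between mutants with many calls. The correlation of the log2 changes across features was 0.216. Sharing N2 gave a mean of 0.489 in the simulations, where noise alone set it, so it is no baseline for changed groups. The largest fall in rde-4 was in 22G-RNAs of Y47H10A.5 (chromosome I), from 520.5 ± 14.9 RPM in N2 to 2.36 ± 1.02 (n = 3), with 2.62 ± 0.828 in rde-1. Its log2 change in rde-4 was -7.32, with a BH-adjusted p of 4.57e-10 in limma. The largest rise in rde-4 was in 22G-RNAs of T05G5.4 (chromosome III), from 7.24 ± 0.526 to 73.6 ± 0.839 RPM, with 2.99 ± 0.417 in rde-1. Its log2 change was 3.18 against N2 and 4.23 against rde-1, with BH-adjusted p of 3.2e-10 and 4.43e-11 in limma. The largest fall in rde-4 against rde-1 was in 22G-RNAs of W04B5.1, at 163.5 ± 3.82 RPM in N2, 245.0 ± 9.43 in rde-1 and 1.61 ± 0.886 in rde-4, a log2 difference of -6.61 with a BH-adjusted p of 3.05e-10 in limma. The largest rise in rde-1 was in the 23H-RNA TTTGCCGATGTTTCTGAGATGTCT of the F43E2.6 hairpin, from 7.72 ± 0.754 to 46.5 ± 1.0 RPM, a log2 change of 2.45 with a BH-adjusted p of 3.88e-06 in limma. Replicates of the compared groups did not overlap for any of these features. The most abundant rows were miR-80-3p, cls-2 and linc-29, whose log2 changes in rde-4 were 0.34, 0.04 and 0.10.

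The GFP::RDE-1 co-IPs asked whether primary siRNAs bind RDE-1 without rde-4. Under nrfl-1 RNAi, primary siRNAs of nrfl-1 rose from 576.2 ± 24.5 RPM in the input to 32500 ± 2536 in the co-IP of the strain with wild-type rde-4 (n = 3). That log2 enrichment was 5.81 ± 0.19 (SE), with a BH-adjusted p of 2.13e-11 in limma. In the rde-4 mutant they were at 332.6 ± 7.76 RPM in the input and 446.3 ± 95.8 in the co-IP. That log2 enrichment was 0.40 ± 0.19 (SE), with a BH-adjusted p of 0.0745 in limma, or 0.0566 adjusted over the list alone. Without mutant co-IP replicate 2 it was 0.54 and passed the threshold. The difference between the strains was -5.41 ± 0.27 (SE), with a BH-adjusted p of 2.73e-09 in limma. The input itself was lower in the mutant by a log2 change of -0.79 ± 0.19 (SE), with a BH-adjusted p of 0.0289 in limma. That call was lost on leaving out any 1 input library, when the change lay between -0.82 and -0.76. In the mutant co-IP, piRNAs had a median log2 change of -2.65, CSR class 22G-RNAs of -2.94 and miRNAs of -0.685. The enrichment of 0.40 for nrfl-1 primary siRNAs lay above these medians. It therefore does not show that all binding was lost in the mutant. Among endogenous 23H-RNAs, 53 of 54 were enriched with wild-type rde-4, at a median log2 change of 6.04, against 10 enriched and 1 depleted in the mutant, at a median of 0.04. The enrichment of 52 of the 54 was lower in the mutant, with a median difference of -5.87, while their inputs differed by a median of -0.17. Some of these rows were low in the inputs, where the log2(RPM + 1) scale understates changes. Summed by source of the siRNAs, the mutant input was between 0.417 and 1.99 of the wild-type one. In total 392 of 483 features differed between co-IP and input with wild-type rde-4 (103 higher, 289 lower) and 356 in the mutant (56 higher, 300 lower). The enrichment differed between strains for 72 features, 0 higher and 72 lower, with 77 at an unadjusted p under 0.05. The 72 include 14 of 150 miRNAs and 4 of 9 ERGO class 26G-RNAs. The inputs differed for 21 (2 higher, 19 lower), with 83 at an unadjusted p under 0.05. Without the filter on low values these 4 counts were 9391, 9818, 924 and 2271.

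In the same libraries the class share of 23H-RNA was 0.0810% ± 0.0156 of summed RPM in the wild-type input and 11.9% ± 3.29 in its co-IP. The exact two-sided permutation p was 0.1, the smallest that 3 against 3 libraries allow. In the mutant the share was 0.0697% ± 0.0152 in the input and 0.302% ± 0.0392 in the co-IP, which was not tested. The class summed to 364 to 564 RPM in the mutant inputs and 1819 to 2100 in the mutant co-IPs. The largest fall in enrichment between strains was for the 23H-RNA CATCTCAGAAACATCGGCAAATG of the F43E2.6 hairpin, at 4631 ± 1338 RPM in the wild-type co-IP and 7.80 ± 1.85 in the mutant co-IP, with inputs of 16.9 ± 4.55 and 8.34 ± 1.80 (n = 3). That difference was -8.09 ± 0.46 (SE), with a BH-adjusted p of 9.04e-09 in limma. The largest enrichment in both strains was of miR-789-2-5p, with log2 changes of 8.63 and 5.74 and BH-adjusted p of 2.14e-10 and 1.21e-07 in limma. Its co-IP levels were 11720 ± 4693 RPM and 1579 ± 573, and its difference between strains was -2.88, with a BH-adjusted p of 0.00101 in limma. The largest depletions were of 21ur-5934 with wild-type rde-4 (-5.10) and of miR-51-3p in the mutant (-5.41). In the inputs, the largest rise was of the mir-5592 sequence CGGCCCTTACCGTTTAATACATG, from 1.5 ± 0.607 to 22.5 ± 3.3 RPM, a log2 change of 3.25 with a BH-adjusted p of 0.004 in limma. The largest fall was of ERGO class 26G-RNAs of Y116F11A.1 (chromosome V), from 27.9 ± 11.1 to 0.303 ± 0.0513 RPM, a log2 change of -4.39 with a BH-adjusted p of 1.5e-06 in limma. The most abundant row, miR-58a-3p, was depleted in both co-IPs, by log2 changes of -2.65 and -2.38, with a difference of 0.27 (BH-adjusted p of 0.983 in limma).

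The co-IP under combined nrfl-1 and oma-1 RNAi repeated that comparison with 2 replicates per group and RppH treatment. Primary siRNAs of nrfl-1 rose from 371.7 ± 19.0 RPM in the input to 53680 ± 19270 in the co-IP with wild-type rde-4, and from 300.4 ± 245 to 808.9 ± 652 in the mutant (n = 2). The log2 enrichments were 7.12 and 1.43, and their difference was -5.69 ± 0.58 (SE), with a BH-adjusted p of 1.87e-09 in limma. Primary siRNAs of oma-1 rose from 11.6 to 1669 RPM with wild-type rde-4, and from 10.1 to 33.3 in the mutant, with a difference of -5.54 ± 0.59 (SE) and a BH-adjusted p of 5.32e-09 in limma. Without the filter on low values both differences and both mutant enrichments lost their calls, and over the alternatives the adjusted p in limma with BH ran from 1.51e-41 to 0.0578 for nrfl-1 and from 4.09e-39 to 0.0612 for oma-1, in both cases for the difference between strains. The mutant enrichment of oma-1 primary siRNAs, 1.45, was 0.39 without mutant co-IP replicate 1 and 2.52 without replicate 2. The mutant input replicate 2 held more than replicate 1 of each of the 19 primary siRNA rows with a mean of at least 200 RPM in the wild-type co-IP, including 473.7 against 127.0 RPM for nrfl-1, so mutant enrichments of primary siRNAs here rest on unequal inputs. Secondary siRNAs in the input were lower in the mutant, at 1005 against 10740 RPM for nrfl-1 and 10.0 against 124.7 RPM for oma-1. Those log2 changes were -3.41 and -3.51, with BH-adjusted p of 1.08e-10 and 1.99e-11 in limma. All 64 tested endogenous 23H-RNAs were enriched with wild-type rde-4, at a median of 5.67. In the mutant 13 were enriched and 1 was depleted, at a median of 0.06. The enrichment of 61 of the 64 was lower in the mutant, with a median difference of -5.55.

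Of 4372 features in that set, 4332 differed between co-IP and input with wild-type rde-4 (175 higher, 4157 lower) and 4172 in the mutant (127 higher, 4045 lower). Scaling to equal totals moved the median of all features by -0.41 in both comparisons. Enrichment differed between strains for 144 features (61 higher, 83 lower), with 661 at an unadjusted p under 0.05, and the inputs differed for 213 (89 higher, 124 lower), with 359. The largest fall in enrichment was again CATCTCAGAAACATCGGCAAATG of F43E2.6, at -8.05 ± 0.58 (SE), with a BH-adjusted p of 1.43e-12 in limma. The largest rise was of 22G-RNAs of Y36E3A.2 (chromosome V), at 4.10 ± 0.47 (SE), with a BH-adjusted p of 2.41e-08 in limma. Its input fell from 74.3 ± 0.651 to 0.645 ± 0.163 RPM, and its co-IP levels were 5.29 ± 1.73 and 1.34 ± 0.537 (n = 2). In the inputs the largest changes were of T05G5.4, by 4.0, and of F56D6.16, by -6.49, the genes with the largest rise in rde-4 adults and the largest fall in rde-4 larvae. The largest enrichments were of miR-789-2-5p with wild-type rde-4 (7.79) and miR-51-5p in the mutant (4.59), and the largest depletion in the mutant was of miR-41-5p (-2.96). The most abundant rows miR-80-3p, cls-2 and F02C12.3 differed in enrichment by 0.73, 0.78 and 0.75, none past the threshold.

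**Figure D2:**
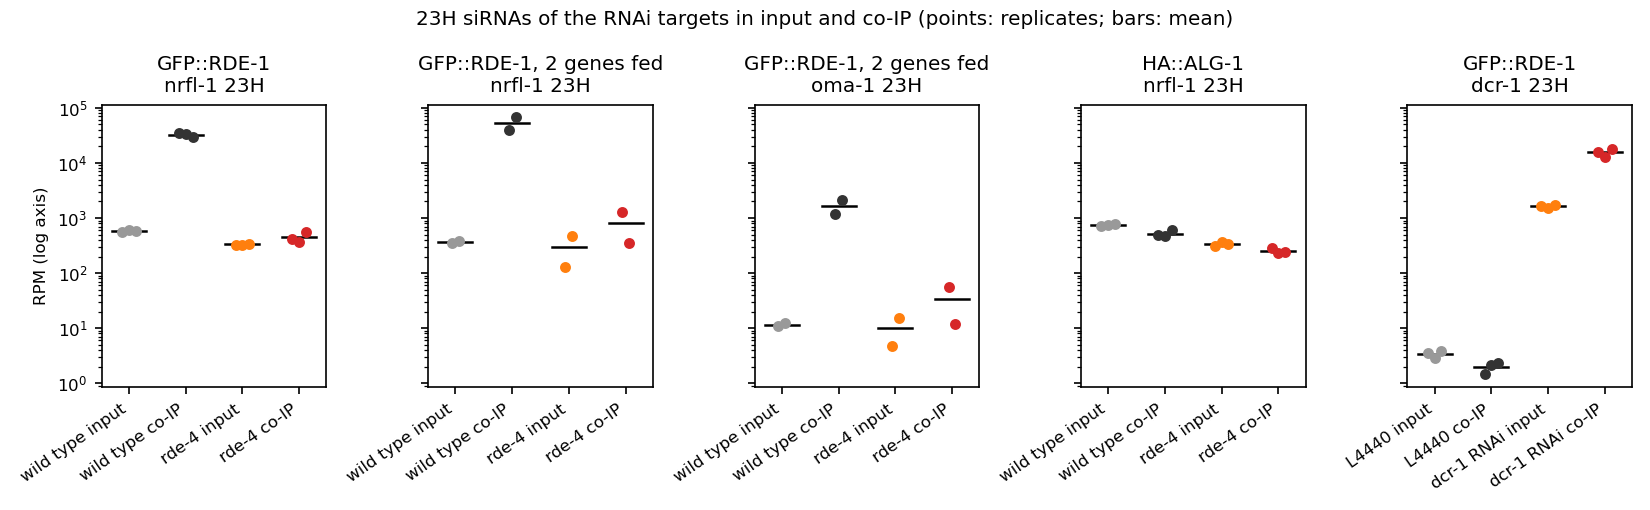
Levels of primary (23H) siRNAs of the RNAi targets in inputs and co-IPs, in RPM on a log axis, with points for replicates and bars for the mean. The nrfl-1 mean rises from 576.2 to 32500 RPM with GFP::RDE-1 and wild-type rde-4, from 332.6 to 446.3 RPM in the rde-4 mutant, and falls from 755.4 to 523.3 RPM with HA::ALG-1.

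Much endogenous 23H-RNA came from 3 hairpins, grouped here after their values were seen. They are F43E2.6 (WBGene00018394, protein coding, chromosome II, 7366455 to 7368861, - strand), a snoRNA gene of clone Y57G11C (WBGene00220185, chromosome IV, 14780839 to 14780933, + strand) and mir-5592, for which no annotated gene of that name was found. They made up 97.1% ± 0.485 of 23H-RNA in the GFP::RDE-1 co-IP with wild-type rde-4 under nrfl-1 RNAi, but 60.6% ± 3.87 in rde-4 adults and, with HA::ALG-1, 69.4% ± 6.73 in the wild-type co-IP and 51.1% ± 8.33 in the mutant co-IP (n = 3 each). The ratio of the summed co-IP to the summed input level was 231.0 with wild-type rde-4 and 2.27 in the mutant for F43E2.6, 193.0 and 2.57 for Y57G11C, and 75.1 and 5.15 for mir-5592. The mutant input level relative to the wild-type one was 0.417, 1.99 and 1.33 in the same order. The mir-5592 co-IP levels rest largely on the sequence TGTATTAAACGGTAAGGGCCGGC. It was at 1055 of 1118 RPM in the mutant co-IP and 98.4 of 216.9 in the mutant input. In the wild type it was at 10770 of 12250 RPM and 68.9 of 163.1. In rde-4 L4 larvae the F43E2.6 sum was 12.9 ± 0.611 RPM against 371.6 ± 8.93 in N2, while that of mir-5592 was 78.5 ± 6.45 against 77.6 ± 2.65. In adults F43E2.6 was at 165.8 ± 11.1 RPM in N2, 273.5 ± 4.33 in rde-1 and 7.18 ± 2.84 in rde-4. These sums were not tested.

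**Figure D3:**
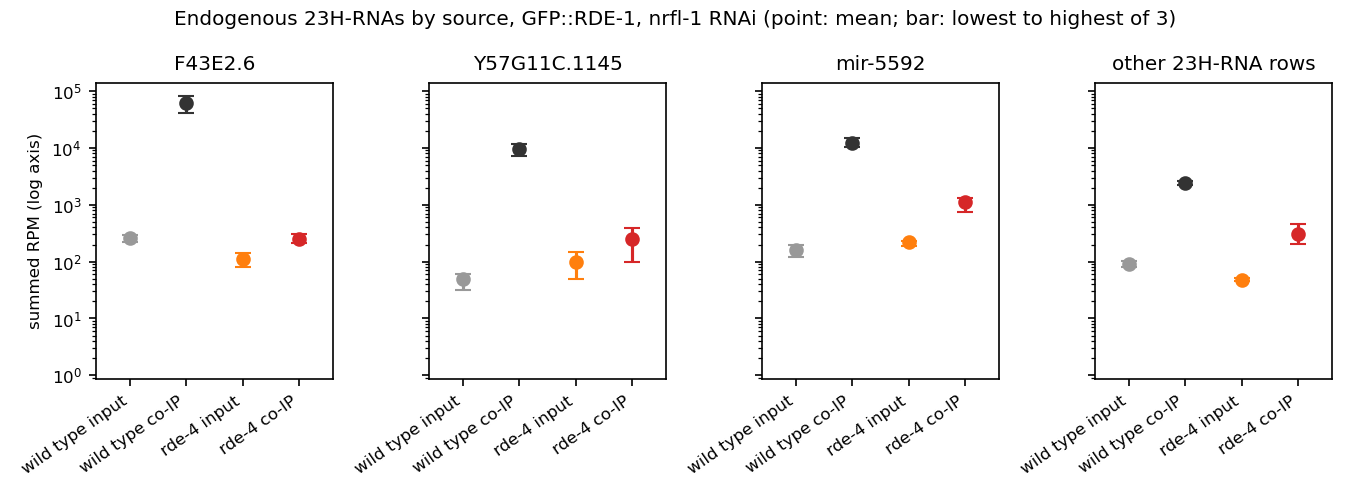
Summed 23H-RNA levels of the F43E2.6, Y57G11C and mir-5592 hairpins and of the other 23H-RNA rows, in RPM on a log axis. Inputs and GFP::RDE-1 co-IPs under nrfl-1 RNAi are shown, with points for the mean and bars from the lowest to the highest replicate. The ratio of co-IP to input falls from 231.0 to 2.27 for F43E2.6 and from 75.1 to 5.15 for mir-5592 between wild-type rde-4 and the mutant under nrfl-1 RNAi.

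HA::ALG-1, an Argonaute of the miRNA pathway, served as a second co-IP under nrfl-1 RNAi. Primary siRNAs of nrfl-1 were at 755.4 ± 34.3 RPM in the input and 523.3 ± 80.4 in the co-IP with wild-type rde-4, and at 339.5 ± 24.7 and 254.3 ± 31.3 in the mutant (n = 3). The log2 changes were -0.54 and -0.42, with BH-adjusted p of 0.00322 and 0.0171 in limma. The change in the mutant lost its call without mutant co-IP replicate 3 (-0.39) or mutant input replicate 2 (-0.37). The difference between strains was 0.12 ± 0.23 (SE), with a BH-adjusted p of 0.997 in limma. The input was lower in the mutant, by -1.15 ± 0.16 (SE), with a BH-adjusted p of 2.32e-05 in limma. In the wild-type and mutant co-IPs, miRNAs had median log2 changes of -0.29 and -0.60, and piRNAs of -3.47 and -3.61. RPM are scaled by library depth, and the fall of nrfl-1 primary siRNAs was close to that of miRNAs. It therefore does not show that they were not bound by ALG-1. Of 20 tested endogenous 23H-RNAs, 10 were enriched and 7 depleted with wild-type rde-4, at a median log2 change of 0.45. In the mutant 6 were enriched and 5 depleted, at a median of -0.04. In total 613 of 658 features differed between co-IP and input with wild-type rde-4 (49 higher, 564 lower) and 40 were higher and 578 lower in the mutant, and 30 differed between inputs (15 higher, 15 lower). Enrichment differed for 1 feature, with 69 at an unadjusted p under 0.05. It was the mir-5592 sequence TGTATTAAACGGTAAGGGCCGGC, at 117.1 ± 6.37 RPM in the wild-type input, 42.2 ± 6.0 in its co-IP, 136.3 ± 6.72 in the mutant input and 116.8 ± 8.64 in the mutant co-IP. That difference was 1.24 ± 0.25 (SE), with a BH-adjusted p of 0.0328 in limma, and the count was 6 without wild-type co-IP replicate 1 or 3, 3 without mutant co-IP replicate 1 or 2, and 0 without any 1 other library, with 44 to 77 at an unadjusted p under 0.05. The miRNA miR-55-3p had the largest enrichment in both strains, 4.78 and 3.99. The piRNAs 21ur-4817 and 21ur-5312 had the largest depletions, -6.15 and -5.94. In the inputs the largest changes were of the Y57G11C sequence AGTGGAGTGGATGACGACGACGA, by 1.57, and of ERGO class 26G-RNAs of Y17D7C.3, by -2.91. The most abundant row, miR-58a-3p, was depleted by -1.02 and -1.38, with a difference of -0.35 that did not pass the threshold.

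The GFP::ALG-3 and GFP::ERGO-1 tables asked the same question for 26G-RNAs and hold 1 class each. Summed ALG class 26G-RNA rose from 18940 ± 2565 RPM in the input to 169200 ± 3684 in the GFP::ALG-3 co-IP with wild-type rde-4, and from 2894 ± 43.1 to 12060 ± 219 in the mutant (n = 2). Of 1101 rows, 1098 differed between co-IP and input with wild-type rde-4 (1096 higher, 2 lower) and 989 in the mutant (962 higher, 27 lower) in limma with BH adjustment. The median log2 enrichments were 2.96 and 1.59. Enrichment was lower in the mutant for 906 rows and higher for 0, with 920 at an unadjusted p under 0.05 and a median difference of -1.35. In the inputs 1073 rows were lower and 0 higher, with 1074 at an unadjusted p under 0.05 and a median of -2.29. Scaling each library to the same total of this class, which removes any change shared by the class, gave 130 higher and 80 lower enrichments with a median of 0.28. The most abundant row, C49C8.1 (chromosome IV), had enrichments of 5.08 and 3.64. The largest enrichments were of F53C3.1 (5.50) and, in the mutant, K05F1.8 (4.01), and the largest depletions were of F55A11.13 (-1.85) and hmg-12 (-1.99). The largest fall in enrichment was of deps-1 (-4.02) and the largest fall between inputs of Y49E10.10 (-4.82). For 26G-RNAs of oma-1 the enrichments were 2.56 and 1.03 and the input change -1.43, each of which reversed its sign under equal totals.

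Summed ERGO 26G-RNA rose from 2351 ± 164 RPM in the input to 78200 ± 43640 in the GFP::ERGO-1 co-IP with wild-type rde-4 (n = 2). In the mutant it was at 1041 ± 77.8 in the input and 711.5 ± 285 in the co-IP. Of 67 rows, 63 differed between co-IP and input with wild-type rde-4 (58 higher, 5 lower), at a median log2 change of 5.02. In the mutant 1 row differed, with 12 at an unadjusted p under 0.05, at a median of 0.18. That row was cpz-1, at -2.68, with a BH-adjusted p of 4.98e-05 in limma. It was also the most depleted row with wild-type rde-4, at -2.82. Enrichment differed between strains for 59 rows (1 higher, 58 lower), with a median of -4.71, and 46 rows were lower in the mutant input and 0 higher, with 47 at an unadjusted p under 0.05. Scaling to equal totals of this class gave 11 higher and 0 lower enrichments. The largest enrichment was of ZK380.5 (6.07) and the largest fall in enrichment of ZK402.5 (-6.08). The row with higher enrichment in the mutant was ncx-7 (2.37). The most abundant row, T05E12.10, had enrichments of 5.64 and -0.05, and the largest fall between inputs was of T16A1.9 (-3.27).

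**Figure D4:**
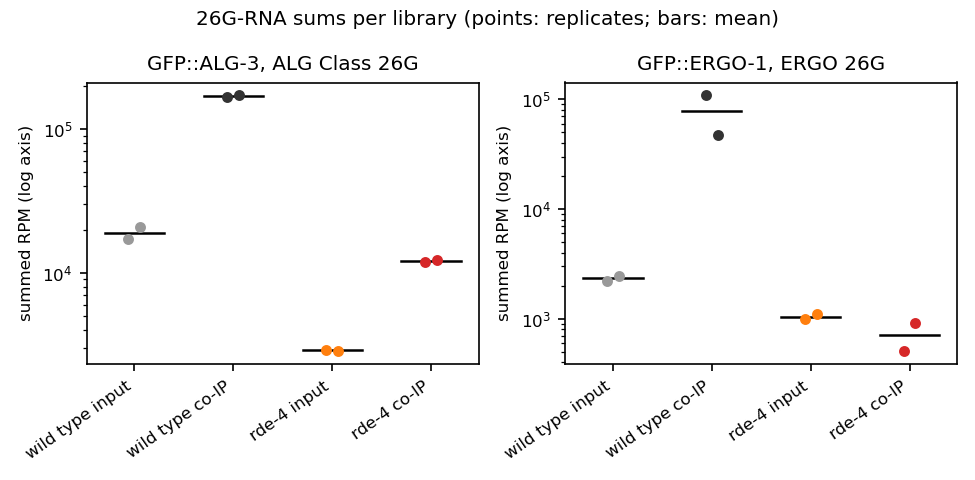
Summed 26G-RNA levels per library in the GFP::ALG-3 and GFP::ERGO-1 tables, in RPM on log axes, with points for the 2 replicates of each group and bars for their mean. The mean co-IP level falls from 169200 to 12060 RPM for GFP::ALG-3 and from 78200 to 711.5 RPM for GFP::ERGO-1 between wild-type rde-4 and the mutant.

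The last set asked how dcr-1 RNAi, directed at the gene for Dicer, affects siRNAs bound to GFP::RDE-1. The dcr-1 gene (WBGene00000939) lies on chromosome III at 8071967 to 8080281 on the - strand. Its primary siRNAs were at 3.44 ± 0.539 RPM in the L4440 input, 1.99 ± 0.474 in the L4440 co-IP, 1641 ± 102 in the dcr-1 RNAi input and 15600 ± 2651 in the dcr-1 RNAi co-IP (n = 3). The enrichment was 3.24 ± 0.20 (SE) under dcr-1 RNAi, with a BH-adjusted p of 1.1e-16 in limma, and it exceeded that with L4440 by 3.81 ± 0.28 (SE), with a BH-adjusted p of 1.79e-11. The input rose by 8.54. Secondary siRNAs of dcr-1 were at 0.953 RPM in the L4440 input and 51.8 in the dcr-1 RNAi input, in libraries without RppH. Of 2516 features, 2432 differed between co-IP and input with L4440 (166 higher, 2266 lower) and 2444 under dcr-1 RNAi (157 higher, 2287 lower). Enrichment differed for 60 features (20 higher, 40 lower), with 418 at an unadjusted p under 0.05, and the inputs for 95 (70 higher, 25 lower), with 769. These counts moved on leaving out 1 library, the first to 209 without L4440 co-IP replicate 1 and to 16 without L4440 input replicate 3, and the second to 15 without L4440 input replicate 1 and to 234 without L4440 input replicate 2. At a pseudocount of 0.1 they were 12 and 26. Endogenous 23H-RNAs were enriched in 53 of 54 rows in both arms, at medians of 4.51 and 3.64, with 12 rows lower under dcr-1 RNAi. At a pseudocount of 0.1 that number was 0, with 14 at an unadjusted p under 0.05. The largest enrichment in both arms was of the Y57G11C sequence AGTGGAGTGGATGACGACGACGA, by 8.28 and 7.50, and the largest depletions were of 21ur-1641 (-7.21) and 21ur-5053 (-7.00). The largest fall in enrichment was of the Y57G11C sequence CATCATCCTCGCCGCAGCCATCG (-3.12), at 98.4 ± 19.7 and 9.73 ± 2.18 RPM in the co-IPs and near the floor of 3 reads in the inputs. The largest fall between inputs was of miR-799 (-1.52). The most abundant rows were miR-58a-3p, with a difference in enrichment of -0.28, and 21ur-5709, with 0.89.

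Of the other manipulated genes, rde-4 had no row in the 8 tables. The 22G-RNAs of rde-1 were at 50.7 ± 1.69 RPM in N2 adults, 42.9 ± 1.85 in rde-1 and 53.2 ± 1.45 in rde-4, and those of ergo-1 at 35.7 ± 1.43, 35 ± 1.70 and 37.3 ± 3.53. The 26G-RNAs of alg-3 were at 7.63 ± 0.929 RPM in N2 larvae and 0.327 ± 0.167 in rde-4 larvae. The 22G-RNAs of alg-1 were at 8.46 ± 1.24 RPM in N2 adults and 7.43 ± 0.737 in rde-4. Small RNA levels of these genes do not report the mutations themselves, so the strain labels were not checked by them.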

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

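Each result in this part was picked out because an interaction test in limma, with BH adjustment, found a co-IP enrichment that differed between a pair of strains or RNAi treatments. All tests of explanations here were chosen after the results had been seen. The counts of such features were 72 for GFP::RDE-1 under nrfl-1 RNAi, 144 under combined nrfl-1 and oma-1 RNAi, 1 for HA::ALG-1, 906 for GFP::ALG-3, 59 for GFP::ERGO-1 and 60 for dcr-1 RNAi against L4440. For the 16 comparisons with 3 libraries per group, 10 splits of the libraries were fitted each time. In each comparison 1 of the 10 splits, the real one, gave as many features. Where the numbers pair input and co-IP, with GFP::RDE-1 and wild-type rde-4 under nrfl-1 RNAi, 4 of the 10 splits part all 3 pairs, and again only the real one gave as many. The largest count from another split was 2, in rde-4 against N2 adults. A share of 0.1 is the smallest that 10 splits allow, so chance assignment of libraries cannot be told apart from the groups by this count alone. The GFP::ALG-3, GFP::ERGO-1 and combined RNAi sets have 2 libraries per group and were not split.

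With GFP::RDE-1 under nrfl-1 RNAi, primary siRNAs of nrfl-1 had an enrichment lower by 5.41 on the log2 scale in the rde-4 mutant (a difference of -5.41), and 52 of 54 endogenous 23H-RNAs were lower as well. The tables argue against 3 technical explanations. Scaling of the libraries would have lowered miRNA enrichments alike, but their median difference was 0.16. The fall was not confined to primary siRNAs, since 14 of 150 miRNAs and 4 of 9 ERGO class 26G-RNAs were lower as well and none was higher, with 17 and 5 at an unadjusted p under 0.05. A uniformly poorer recovery of GFP::RDE-1 from the mutant would have left the ratio of F43E2.6 to mir-5592 siRNAs in the co-IP at least as high as in the input. In the wild type the ratio was 3.19-fold higher in the co-IP. In the mutant the co-IP ratio was 0.458 of the input ratio, with 0.186 to 0.279 in the 3 co-IPs and 0.427 to 0.607 in the 3 inputs. In the co-IPs of both strains the mir-5592 level rests mostly on the sequence TGTATTAAACGGTAAGGGCCGGC, so this test does too. Less siRNA in the mutant lysate does not account for the hairpins mir-5592 and Y57G11C, since the lower of their mutant to wild-type input ratios was 1.33. The amount of GFP::RDE-1 protein was not measured here, so a poorer recovery as part of the cause stays open. That primary siRNAs may need rde-4 to be bound by RDE-1 is a hypothesis, found and tested on the same libraries.

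The set under combined nrfl-1 and oma-1 RNAi gave differences of -5.69 for nrfl-1 and -5.54 for oma-1 primary siRNAs. Without mutant co-IP replicate 1 the oma-1 difference was -6.61, and without mutant co-IP replicate 2 it was -4.47. In this set 61 features had a higher enrichment in the mutant, most of them 22G-RNAs. A candidate explanation is a lower level of these 22G-RNAs in rde-4 mutants over a co-IP background that fell less. The input is part of the enrichment, so 22G-RNAs were grouped by their change in rde-4 adults, which are other libraries. Of the 219 that were lower there, 50 had a higher enrichment in the mutant here. Of the 2174 unchanged there and the 1307 higher there, 0 and 0 did, with 208 and 137 at an unadjusted p under 0.05. The median differences in enrichment of these 3 sets were 0.73, 0.57 and 0.56. Most of the rises thus lay where that explanation places them, but a change in binding was not measured apart from it.

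Reads counted as 22G siRNAs of nrfl-1 were enriched with GFP::RDE-1 in the wild type under nrfl-1 RNAi, from 57 to 189.1 RPM. In the mutant they were depleted, from 15.7 to 7.37 RPM. The log2 changes were 1.70 and -1.02 and their difference -2.72, with a BH-adjusted p of 0.000101 in limma. These libraries had no RppH treatment, so few 22G-RNAs were cloned. Primary siRNAs of 22 nt that start with G and are counted as 22G may make up the enriched reads. Under that explanation, 22G-RNAs without fed dsRNA should not be enriched. The CSR class rows had a median change of -2.46 in the same wild-type libraries, but they could be depleted without that explanation too. Summed 22G-RNAs of 23H targets, also without fed dsRNA, were at 89.5 ± 5.76 RPM in the input and 100.3 ± 6.72 in the co-IP. These values do not decide the question. In the RppH-treated set under combined nrfl-1 and oma-1 RNAi, nrfl-1 22G siRNA changed by -2.41 in the wild-type co-IP. The CSR class rows had a median of -2.37 there. For that set, these values argue against an enrichment of nrfl-1 secondary siRNAs as a whole. Single reads of nrfl-1 were not analysed here, so the share of 22 nt primary siRNAs among the enriched reads stays open.

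The single feature that differed with HA::ALG-1 was the mir-5592 sequence TGTATTAAACGGTAAGGGCCGGC, chosen by the rule on largest changes, with a difference of 1.24. The count was 6 without wild-type co-IP replicate 1 or replicate 3, 3 without mutant co-IP replicate 1 or replicate 2, and 0 without any 1 of the other 8 libraries. Those 8 fits had 44 to 77 features at an unadjusted p under 0.05. No explanation was tested for it.

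Enrichment of 26G-RNAs was lower in the mutant for 906 of 1101 rows with GFP::ALG-3 and for 58 of 67 with GFP::ERGO-1, in the authors' RPM. One scaling factor shared by all rows is argued against as the whole cause in both tables. With GFP::ALG-3, 28 of the 82 rows with a mean of at least 100 RPM still differed once each library was scaled to the same class total, 21 higher and 7 lower. With GFP::ERGO-1, the 9 rows below their input in the wild-type co-IP had a median difference of -0.17, between -0.68 and 2.37, where the other 58 rows had -4.83. Poorer recovery of the tagged protein over a background is another matter, since it would lower bound rows alone and could do so unequally. With GFP::ERGO-1, 1 of the 31 rows with a mean of at least 100 RPM differed after scaling to equal totals, with 5 at an unadjusted p under 0.05. With GFP::ALG-3, the enrichments of the 82 rows in the wild type and in the mutant had a rank correlation of 0.48, which neither requires such a recovery nor rules it out. In both tables it cannot be told apart from a loss of 26G-RNA binding, since the amount of protein recovered was not measured here.

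Under dcr-1 RNAi, the enrichment of dcr-1 primary siRNAs exceeded that with L4440 by 3.81. Low L4440 values held near 0 by the pseudocount did not make it, since the difference was 4.01 at a pseudocount of 0.1. Among the 60 features, 29 were piRNAs. At a pseudocount of 0.1, 6 piRNAs differed, the miRNA calls fell from 18 to 5 and the 23H-RNA calls from 12 to 0, with 14 of the latter class at an unadjusted p under 0.05. Since other classes lost calls too, an effect of low values held near 0 by the pseudocount cannot be told apart from a real difference for piRNAs. The count of 60 also moved to 209 without L4440 co-IP replicate 1 and to 16 without L4440 input replicate 3.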

How the results depend on the processing

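The alternatives were planned before the data were examined, except a crossed pairing of the GFP::ERGO-1 mutant replicates, which was chosen after seeing the data. Where a result changed, the cause was not tested unless stated. A planned test on whole read counts was not run, since values up to 1 RPM came out whole in only 83.3% to 95.7% of cases per library. Outside the fits that left out a library, 239 values of the RNAi targets stayed on the same side of the threshold in the same direction, 10 were weaker and 1 was stronger. For single named features 643 stayed, 18 were weaker, 4 stronger and 4 reversed. Class shares stayed within 1 SD in 46 cases and moved in 16, class medians stayed in 257 and moved in 124, and counts stayed within 1.5 times in 97 and moved in 38. All 4 changes in each adult mutant against N2 kept their calls in every alternative run for them.

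Testing all features without the filter on low values changed the number tested, and with it the counts. The count was 3152 in L4 larvae (1245 higher, 1907 lower). For GFP::RDE-1 under nrfl-1 RNAi it was 9391 for the wild-type co-IP, 9818 for the mutant co-IP, 924 for the difference in enrichment (215 higher, 709 lower) and 2271 for the inputs. Under combined RNAi the first 3 of these counts were 10664, 8123 and 636. They were 13543, 13422, 291 and 2787 for HA::ALG-1, and 8 for the mutant co-IP of GFP::ERGO-1. In the dcr-1 RNAi set they were 13937 with L4440, 15701 with dcr-1 RNAi, 21 for the difference and 1686 for the inputs. Primary siRNAs of the targets lost their calls with the size of the change as before in 6 cases without the filter. These were the nrfl-1 input change of -0.79 under nrfl-1 RNAi, the mutant enrichments of 1.45 for oma-1 and 1.43 for nrfl-1 under combined RNAi, their differences between strains of -5.54 and -5.69, and the change of -0.42 with HA::ALG-1 in the mutant. The differences of -5.54 and -5.69 passed the threshold under the other alternatives with a test, but with 2 libraries per group their adjusted p in limma with BH ran from 4.09e-39 to 0.0612 for oma-1 and from 1.51e-41 to 0.0578 for nrfl-1, so their size is better fixed than their p.

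With only the compared groups in the fit, the input counts rose to 77 for GFP::RDE-1 under nrfl-1 RNAi, 467 under combined RNAi, 341 for HA::ALG-1 and 751 in the dcr-1 RNAi set. The mutant co-IP of GFP::ERGO-1 had 0 changed features, with 11 at an unadjusted p under 0.05. The change of dcr-1 primary siRNAs with L4440, -0.57, lost its call. Such fits estimate the variance of each feature from the compared libraries alone, so the input counts depend on which groups share the fit.

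At a pseudocount of 0.1 the counts were 18 for the HA::ALG-1 inputs, 462 for the difference with GFP::ALG-3, 12 for the difference under dcr-1 RNAi and 26 for its inputs. The change of dcr-1 22G siRNAs in the dcr-1 RNAi co-IP, -0.61, lost its call. Median changes of 26G-RNAs with GFP::ALG-3 were 3.08 with wild-type rde-4, 2.20 in the mutant, -0.90 for the difference and -2.95 for the inputs, and the GFP::ERGO-1 input median was -2.36. Among features with a mean of at least 100 RPM, the GFP::ALG-3 medians were 3.6, 2.40, -1.20 and -3.38, and the GFP::ERGO-1 medians 5.46 for the wild-type co-IP and -2.40 for the inputs. Of the adult calls shared by rde-1 and rde-4 in the same direction, 88 were left among such features, since fewer were tested.

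Scaling to equal totals moved the median of all features in the co-IP comparisons by -0.41 in both arms under combined RNAi, by -0.13 and 0.15 with HA::ALG-1, and by -0.25 and -0.28 in the dcr-1 RNAi set. HA::ALG-1 had 12 features that differed in enrichment, all 12 higher, where the median moved by 0.29. Its inputs had 58 (39 higher, 19 lower), a share of higher features of 67.2% against 50.0%. Primary siRNAs of nrfl-1 gained a call in the GFP::RDE-1 mutant co-IP (0.49) and lost one in the HA::ALG-1 mutant co-IP (-0.20). In the tables with 1 class, this scaling removes by construction any change shared by the class. With GFP::ALG-3 the counts were 235 (86 higher, 149 lower) with wild-type rde-4, 568 (337 higher, 231 lower) in the mutant, 210 (130 higher, 80 lower) for the difference and 540 (174 higher, 366 lower) for the inputs. The medians were -0.07, 0.21, 0.28 and -0.33, after shifts of -3.03, -1.38, 1.62 and 1.96. With GFP::ERGO-1 the counts were 16 (1 higher, 15 lower), 21 (16 higher, 5 lower), 11 (11 higher, none lower) and 51 (14 higher, 37 lower). The medians were 0.23, 0.82, 0.79 and -1.26, after shifts of -4.78, 0.64, 5.50 and 0.50. Reversed were the 26G-RNAs of oma-1 with GFP::ALG-3, at -0.37 with wild-type rde-4, -0.58 in the mutant and 0.71 between inputs, and those of C49C8.1 between inputs, at 0.16.

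A replicate block gave 0 features for the difference with HA::ALG-1, with 65 at an unadjusted p under 0.05, 47 for its inputs and 139 for the difference under dcr-1 RNAi. The nrfl-1 input change under nrfl-1 RNAi, -0.79, was not called. Replicate numbers pair input and co-IP in the wild type of that set, where the block gave 402 features in place of 392. Beyond the calls given here, the block changed no other call of a named feature in that set. In its mutant the correlations of residuals for the same number were -0.52, -0.093 and -0.03, and in the other comparisons the libraries share only a number. Crossing the numbers in the GFP::ERGO-1 mutant, where the correlation was -0.472, gave 1 changed feature in the mutant and 59 for the difference.

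Leaving out 1 library at a time moved some counts by over 1.5 times. The L4 count lay between 900 (without N2 replicate 2) and 1482. Adult counts lay between 647 and 994 for rde-1, between 1233 (without N2 replicate 1) and 1931 for rde-4, and between 1151 and 1540 for rde-4 against rde-1. The difference in enrichment under dcr-1 RNAi lay between 16 (without L4440 input replicate 3) and 209 (without L4440 co-IP replicate 1), and its input count between 15 (without L4440 input replicate 1) and 234 (without L4440 input replicate 2). With HA::ALG-1 the difference lay between 0 and 6, with 44 to 99 at an unadjusted p under 0.05, and the inputs between 17 (without mutant input replicate 3) and 27.

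Among the targets, the change of dcr-1 22G siRNAs in the dcr-1 RNAi co-IP lay between -0.71 and -0.49, and lost its call without dcr-1 RNAi co-IP replicate 2 (-0.49) or input replicate 2 (-0.56). The nrfl-1 primary siRNA enrichment in the GFP::RDE-1 mutant under nrfl-1 RNAi lay between 0.24 and 0.54, with a call only without mutant co-IP replicate 2 (0.54), and the input change between -0.82 and -0.76, with no call in any of the 6 fits. The HA::ALG-1 change in the mutant lay between -0.52 and -0.35. Under combined RNAi, where a group is left with 1 library and no call is made, 22G changes in the mutant co-IP lay between -3.24 and -1.54 for nrfl-1 and between -1.82 and -1.10 for oma-1. Their differences between strains lay between -0.83 and 0.87 and between -0.07 and 0.65. The oma-1 primary siRNA enrichment in the mutant lay between 0.39 and 2.52, and its difference between -6.61 and -4.47. These extremes came from leaving out mutant co-IP replicate 1 or replicate 2. The depth limits low features: 3 reads correspond to 0.081 to 0.243 RPM, so folds with a group near that level rest on few reads.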

Other observations

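The patterns in this part were noticed in the data, and every test of them was chosen after the values had been seen. The groups of features were formed after that, though some single sequences in them were named by the rule on largest changes.

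In GFP::RDE-1 under combined nrfl-1 and oma-1 RNAi, replicate 2 of the rde-4 mutant input exceeded replicate 1 in all 19 primary siRNA rows with a mean of at least 200 RPM in the wild-type co-IP. Primary siRNAs of nrfl-1 were at 473.7 RPM against 127.0. Carry-over of reads from a wild-type co-IP library is a candidate explanation. The excess of each row as a share of the row's value in wild-type co-IP replicate 2 had a median of 0.537% and lay between 0.312% and 0.698%. The spread of that share over rows was 0.29 (SD, log2), the smallest among the 6 other libraries of the table as possible sources. It was 0.56 for wild-type co-IP replicate 1, 0.46 and 0.49 for the wild-type inputs, and 1.76 and 1.52 for the mutant co-IPs. Wild-type animals or lysate in the mutant sample are argued against, since nrfl-1 22G siRNA did not rise, with a change of -0.275% of the wild-type input value, while a median excess of at least 118% of a wild-type input would be needed. These rows include endogenous 23H-RNAs, so an unequal uptake of fed dsRNA alone does not account for them. Another cause shared by fed and endogenous siRNAs was not tested. Without mutant input replicate 2, the mutant enrichment of nrfl-1 primary siRNAs was 2.38 in place of 1.43, and without replicate 1 it was 0.49. The differences between strains were -4.74 and -6.63, so neither choice removed them.

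The most abundant strand of the F43E2.6 hairpin was longer in rde-1 adults than in N2, at a mean of 23.23 nt against 22.85 nt (n = 3 each), with an exact two-sided permutation p of 0.1, the smallest that 3 against 3 libraries allow. Its 24 nt form made up 24.7% of the strand in rde-1 and 6.03% in N2. For Y57G11C the means were 22.83 nt and 22.55 nt. Over all its rows, mir-5592 was longer in rde-1 as well, at 22.65 nt against 22.49 nt in N2, without overlap of replicates. A difference in size selection that acts on all 23H-RNAs alike is argued against as the cause. The 23H-RNA rows outside these 3 hairpins differed by 0.04 nt, with overlapping replicates. Shortening of siRNAs once bound to RDE-1 is a candidate explanation that the tables do not decide. It would make the strand longer wherever little of it is bound, as in rde-4 mutants. The F43E2.6 strand was longer in every mutant library in 2 of 5 sets, by 0.30 nt in L4 larvae and 0.16 nt in adults. Over all rows of that hairpin the mean was shorter in both, at 22.69 nt against 22.76 nt in larvae and 22.51 nt against 22.82 nt in adults. In rde-4 adults the 24 nt form was at 0.453 ± 0.431 RPM, so the strand's length there rests on few reads. The strand was shorter by 0.10 nt and 0.04 nt in the inputs of the GFP::RDE-1 sets, and did not differ in the HA::ALG-1 inputs. The most abundant strands of mir-5592 and Y57G11C had a longer mean in rde-4 mutants in 10 of 10 comparisons, in every mutant library in 8. Bound siRNAs were not always shorter. In the GFP::RDE-1 co-IP under nrfl-1 RNAi the F43E2.6 strand was at 22.76 nt against 22.87 nt in the input, that of Y57G11C at 22.56 nt against 22.59 nt, and that of mir-5592 at 22.99 nt against 22.90 nt. With L4440 the co-IP and the input differed by -0.009 nt for F43E2.6, and those of mir-5592 were at 22.74 nt and 22.41 nt. In the HA::ALG-1 co-IP the F43E2.6 strand was at 23.06 nt. These sets differ in stage, strain and RNAi, which keeps this open.

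Mean levels of endogenous 23H-RNAs bound to GFP::RDE-1 were lower under dcr-1 RNAi than with L4440, unequally among the hairpins. The mean summed co-IP level was 2.9-fold lower for F43E2.6, 1.65-fold lower for Y57G11C and 1.11-fold lower for mir-5592. Replicates were apart for F43E2.6, at 2170 to 3000 RPM under dcr-1 RNAi and 4563 to 9072 with L4440. They overlapped for Y57G11C (5346 to 8901 and 8801 to 15189 RPM) and for mir-5592 (5841 to 8097 and 6207 to 8839). Competition with siRNAs of the fed dsRNA alone, acting on binding, would leave the inputs unchanged. For F43E2.6 this is argued against, since its input fell to 0.483 of its L4440 level, from 244.0 ± 24.0 to 117.8 ± 4.11 RPM (n = 3). For Y57G11C the input was 1.02 of its L4440 level, so competition with siRNAs of the fed dsRNA stays open there. Scaling of the libraries would have lowered all hairpins alike, but the mir-5592 co-IP level was 0.901 of that with L4440. Its input fell to 0.752, with 386 to 414 RPM in the 3 inputs under dcr-1 RNAi and 490 to 572 in the 3 with L4440. None of these sums was tested. The ratio of co-IP to input was 30.9 with L4440 and 22.1 under dcr-1 RNAi for F43E2.6, 274.0 and 164.0 for Y57G11C, and 14.6 and 17.6 for mir-5592, and its ranges over pairs of libraries overlapped for each hairpin. A lower output of Dicer that differs between hairpins stays open, as does a loss of unbound F43E2.6 siRNAs after competition. Neither was tested.

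In adults under RNAi of both genes, loss of rde-4 left more nrfl-1 than oma-1 22G siRNA above the level in rde-1. The excess was 654.0 RPM for nrfl-1, or 6.86% of its N2 level, and 0.83 ± 2.14 RPM for oma-1. The ratio of nrfl-1 to oma-1 22G siRNA was 18 in N2, 4.76 in rde-1 and 55.3 in rde-4 (n = 3 each), with an exact two-sided permutation p of 0.1 for rde-4 against rde-1. Carry-over of N2 reads into the rde-4 libraries is argued against, since the same share would have brought 36.3 RPM of oma-1 22G siRNA. The same 22G output per primary siRNA for both genes is argued against as well, since it would have brought 28.8 RPM. In N2 the ratio of 22G to primary siRNA was 36.4 for nrfl-1 and 39.5 for oma-1, so in that strain the genes differed little. In rde-4 it was 7.31 (6.25 to 8.49) for nrfl-1 and 3.15 (2.05 to 4.04) for oma-1. That gap is smaller than the one left once the rde-1 level is taken off, so its size depends on that step. An output that depends on the amount of primary siRNA, which in rde-4 was 98.6 RPM for nrfl-1 and 4.34 RPM for oma-1, may explain the difference, as may a property of either gene. The inputs of GFP::RDE-1 under the same RNAi showed no such contrast in the fold: nrfl-1 22G siRNA was at 1005 of 10740 RPM in the rde-4 mutant and oma-1 at 10.0 of 124.7 RPM, log2 changes of -3.41 and -3.51. That set has no rde-1 mutant, so a level above it cannot be given there. The design holds 2 targets in 1 RNAi treatment and cannot separate these.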
